# Hypertonic saline attenuates the cytokine-induced pro-inflammatory signature in primary human lung epithelia

**DOI:** 10.1371/journal.pone.0189536

**Published:** 2017-12-18

**Authors:** Sanchayita Mitra, Daran Schiller, Cameron Anderson, Fabia Gamboni, Angelo D’Alessandro, Margeurite Kelher, Christopher C. Silliman, Anirban Banerjee, Kenneth L. Jones

## Abstract

Trauma/hemorrhagic shock is a complex physiological phenomenon that leads to dysregulation of many molecular pathways. For over a decade, hypertonic saline (HTS) has been used as an alternative resuscitation fluid in the setting of trauma/hemorrhagic shock. In addition to restoring circulating volume within the vascular space, studies have shown a positive immunomodulatory effect of HTS. Targeted studies have shown that HTS affects the transcription of several pro-inflammatory cytokines by inhibiting the NF-κB–IκB pathway in model cell lines and rats. However, few studies have been undertaken to assess the unbiased effects of HTS on the whole transcriptome. This study was designed to interrogate the global transcriptional responses induced by HTS and provides insight into the underlying molecular mechanisms and pathways affected by HTS. In this study, RNA sequencing was employed to explore early changes in transcriptional response, identify key mediators, signaling pathways, and transcriptional modules that are affected by HTS in the presence of a strong inflammatory stimulus. Our results suggest that primary human small airway lung epithelial cells (SAECS) exposed to HTS in the presence and absence of a strong pro-inflammatory stimulus exhibit very distinct effects on cellular response, where HTS is highly effective in attenuating cytokine-induced pro-inflammatory responses via mechanisms that involve transcriptional regulation of inflammation which is cell type and stimulus specific. HTS is a highly effective anti-inflammatory agent that inhibits the chemotaxis of leucocytes towards a pro-inflammatory gradient and may attenuate the progression of both the innate and adaptive immune response.

## Introduction

Trauma/hemorrhagic shock is a leading cause of death in people under the age of 44 in the United States [1]. Acute lung injury (ALI) and subsequent acute respiratory distress syndrome (ARDS) were first described by Ashbaugh and Petty in 1967, and remain a significant cause of morbidity and mortality in patients that survive the initial phase of shock [2] with mortality estimated at 24% [3]. The acute inflammatory response starts with the firm adhesion of polymorphonuclear neutrophils (PMNs) to the pulmonary vascular endothelium followed by extravasation of these PMNs into the alveolar spaces through the damaged endothelium and initiation of a self-propagative inflammatory cascade [4]. This cascade also recruits other immune cells to amplify this response, releases inflammatory mediators into the systemic circulation, and triggers a systemic inflammatory response resulting in multi-organ failure and increased mortality in ARDS patients [4, 5].

Epithelial cells are critical to the pathogenesis of ALI/ARDS, because they provide a surface for gas exchange, function as a barrier to external pathogens, and play an important role in the recognition and resolution of inflammatory responses inherent to ALI [6, 7]. Epithelial cells express a wide variety of immunomodulatory molecules in response to inflammatory challenge [7] and can regulate leucocyte influx into the alveolar space through the production of pro-inflammatory mediators [8, 9]. While some of this inflammatory response is required to maintain homeostasis, a hyperinflammatory response can have negative consequences and may cause fibrosis and tissue damage by the release of proteases such as neutrophil elastase [10], matrix metalloproteases [11–13] and generation of reactive oxygen intermediates [7, 10]. Thus, it is critical to dampen or inhibit the hyperinflammatory response to prevent the progression of ARDS.

HTS is currently used as an intravenous resuscitation fluid in the setting of trauma and hemorrhagic shock and has been associated with improved clinical outcomes [14]. In addition to restoring plasma volume within the vascular space, beneficial immunomodulatory effects are observed in animal models where intravenous HTS resuscitation effectively reduced lung inflammation and attenuated ALI [15–20]. However intravascular HTS administration may change the osmolality of circulating blood and produce other undesirable systemic side effects. Nebulizing HTS to the lungs would avoid these deleterious effects without affecting its immunomodulatory effects in the organ where this effect is most needed in the setting of ARD/ALI. Additionally, in a rat model, these immunomodulatory effects were observed when delivered to the apical membrane of epithelial cells through aerosol administration. When given immediately following hemorrhagic shock, nebulized HTS attenuated lung injury and was also able to inhibit the synthesis of pro-inflammatory chemokines [21]. Currently an ongoing phase I clinical trial at the Denver Health Medical Center (NCT01667666) is investigating the therapeutic effects of nebulized HTS administration in patients with ARDS secondary to trauma. Our group has previously reported the anti-inflammatory effects of HTS in an in-vitro model using the transformed A549 type II pulmonary lung epithelial cells [8, 9]. Despite these valuable data, the effect of HTS on primary human small airway respiratory epithelium and its role in decreasing ALI are poorly understood. Further, A549 cells demonstrate aneuploidy, aberrant mitosis, and do not display contact inhibition; thus, such transformed cells have limited clinical utility and likely display signaling that is different from primary human cells. In the absense of commercial source of Type I and Type II pneumocytes (the major mediators in ARDS), we used primary pulmonary SAECS for our studies. SAECS are primary human cells isolated from the distal 1mm area of human bronchioles and represent a better model to interrogate the underlying molecular mechanisms driving the anti-inflammatory effects of HTS on the inflamed lung epithelial cell. In the current study, RNA sequencing was employed to yield valuable insights about global transcriptional changes of the respiratory epithelium following a pro-inflammatory challenge and subsequent HTS treatment. If HTS proves to be effective in the reduction of inflammation in the lung epithelium, nebulization could be used as a valuable treatment strategy for the treatment of ALI and prevent changes in osmolality of circulating blood by intravenous administration, which can cause undesirable systemic effects.

## Materials and methods

### Cell culture and stimulation

Primary human small airway epithelial cells (SAECS, Lonza Bioproducts, Allendale NJ) in P2 were grown to 80% confluence in Ti 75 flasks in a humidified chamber with 5% CO_2_ in small airway growth medium containing growth supplements (SAGM media, Lonza Bioproducts) and re-seeded into 6, 12, or 24-well plates depending on the experimental requirement. 400mOsm HTS media was prepared by supplementing 100mL SAGM media with 1.55mL of 23.4% clinical grade HTS (APP Pharmaceuticals, LLC Schaumburg, IL) obtained from the University Pharmacy. All experiments were performed with cells in Passage 3 (P3) or Passage 4 (P4) at 80% cell confluence, using cells from different donors (i.e., different lots) for each experiment. As a combination of TNF-α, IL-β and IFN-γ have been shown to act synergistically in the pathogenesis of ALI [22], we used a cocktail of these cytokines as a pro-inflammatory challenge in this study. The following 4 conditions were tested using 3 replicates each: control (untreated), cytomix-treated [cytomix; TNF-α 10n/mL, IL-1β 10ng/mL (Sigma Aldrich, St Louis, Mo) and IFN-γ 10ng/mL (R&D Biosystems, Minneapolis, MN)], HTS (400mOsm hypertonic saline) and HTS+cytomix. IRF1 antibody (Santa Cruz Biotechnology, Inc.). Total STAT1 and p-STAT1 antibodies (Cell Signaling Technologies) and β-Tubulin antibody (BD biosciences) were used for western blots. 400mOsm hypertonic saline was chosen as the treatment dose because this dose of HTS has been used as a resuscitative fluid to restore mean arterial pressure and microvascular circulation in the setting of trauma without significant adverse effects and also elicits an effective anti-inflammatory response [19, 20, 23] (S1 Fig). We also show that 400mOsm is the minimal dose necessary to obtain a strong anti-inflammatory response.

### RNAseq and data analysis

Total RNA from P3 SAECS was isolated using Qiagen RNeasy miniprep kit (Qiagen Inc., Germantown, MD). Final RNA preparations were suspended in RNase-free water and RNA purity and concentration was measured on an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA). A total of 200–500 ng of total RNA was used to prepare the RNAseq libraries according to manufacturer’s instructions for the Illumina TruSeq RNA kit (Illumina Inc., San Diego, CA) and sequenced in a single pass 50bp (1x50bp) run on the Illumina HiSeq2000 platform at the University of Colorado’s Genomics and Sequencing Core Facility. Sequencing was done at a sufficient depth to ensure the detection of abundant to moderately rare transcripts.

A custom computational pipeline consisting of the open-source gSNAP, Cufflinks, and R was used for alignment and discovery of differential genes [24–28]. Each sequence generated for each sample was mapped to the human genome (hg19) by gSNAP (version 2012-07-20), and transcript abundance (FPKM) derived by Cufflinks (version 2.2.0). From this, we determined significant gene expression using ANOVA in R (version 3.0.2) between pairwise comparisons of 4 treatment groups: control (untreated), cytomix treated, HTS, HTS+cytomix. Genes with an adjusted p-value of 0.05 (Benjamini-Hochberg correction within the FDR module) were imported into the Ingenuity Pathway Analysis (Qiagen, Redwood City, CA) to identify pathways, molecules, networks, and upstream elements of interest that may be differentially regulated by HTS treatment either alone or in the presence of cytomix. All raw sequence data and ancillary analyses are deposited in the GEO database under the accession GSE94518.

### RNA and protein validations

Total RNA was extracted and two-step qPCR reactions were performed. mRNA in each sample were normalized to the GAPDH and expressed as fold change over the control sample. Supernatants were harvested and a CCL5 ELISA (R&D Biosystems, Minneapolis, MN) was done using 100uL of cell supernatant per well. All experiments were done in triplicate with data represented as means +/-SEM, and analyzed using ANOVA and Tukey’s post–hoc multiple comparison test in GraphPad Prism software (GraphPad Software, Inc., La Jolla, CA).

### Luciferase assay

Changes in the activity of IRF1 and STAT1 were assayed using the Cignal Finder multi pathway dual luciferase reporter array (Qiagen Inc., Germantown, MD). Small airway epithelial cells (SAECS) were transfected with luciferase reporter constructs according to the manufacturer’s protocol. SAECS were co-transfected with an inducible IRF1 responsive construct and a constitutively expressing Renilla luciferase construct. The inducible IRF1 and STAT1 responsive construct encodes the luciferase reporter gene under the control of a basal promoter element joined to tandem repeats of an inducible IRF1 and STAT1 dependent promoter sequences. The inducible reporter monitors changes in activity of IRF1 by measuring the increase or decrease of IRF1 and STAT1 dependent luciferase expression. The constitutively expressing Renilla luciferase reporter expression was used to normalize differences in transfection efficiencies between different treatment groups. A constitutively expressing GFP construct was used for visual confirmation of transfection. Transfected cells were stimulated with cytomix ± HTS for 4 hrs. Changes in promoter activity of IRF1 and STAT1 were assayed by measuring the increase or decrease of IRF1 and STAT1 dependent luciferase expression using the Dual Glo luciferase assay kit (Promega Corp., Madison, WI).

### Whole cell and nuclear extract preparation

P4 SAECS grown in 12-well dishes were treated in the presence and absence of HTS for 2, 4 and 6hrs. At the end of the experiment cells were washed in ice cold PBS and incubated with ice cold RIPA buffer supplemented with protease and phosphatase inhibitor for 10 minutes and centrifuged at 13000 rpm for 10min at 4°C. Cell supernatant was collected and protein concentration was measured using Bradford protein assay. Nuclear extracts were prepared using Nuclear Extract kit (Active Motif Carlsbad, CA) according to manufacturer’s instruction.

### Western blots

25ug of whole cell extract or 30ug of nuclear extract were run on a 4–15% denaturing gradient gel, transferred to a nitrocellulose membrane and analyzed by western blot for p-STAT1, total-STAT1, and IRF1. β-Tubulin and TATA Binding Protein (TBP) were used as loading controls. Bands were detected with west-dura extended ECL detection kit (Pierce Technologies, Rockford, IL). Densitometry and quantitation was performed on a Bio-Rad MP3 gel–doc system.

### Migration assay

SAECS in P3 were cultured in 12-well dishes and stimulated with cytomix with and without HTS for 24 hrs. Supernatants were harvested and applied to the bottom chamber of the chemotaxis plate. The top chamber of the plate was coated with matrigel and seeded with freshly isolated Neutrophil or Splenocyte derived T cells at 5000 cells per well. Plates were incubated 37°C in an Incucyte live cell imaging chamber (IncuCyte^®^ ZOOM System, Essen BioScience, Ann Arbor, MI). Live cell images of the migration of the cells through the matrigel were taken at 2 hr intervals. The data from 5 replicates were compiled and kinetic curve of the chemotaxis of cells from the top chamber towards the chemoattractant in the bottom chamber were generated using onboard software (Essen BioScience).

## Results

### HTS attenuates immune response

RNA sequencing produced a total of 547.4M reads in total. With a 99% yield after QC and a 82–84% mapping rate, there were an average of 37.7M reads per sample mapped to the genome (S1 Table). 

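Messenger RNA was sequenced from SAECS in 4 groups of 3 replicates: untreated control cells, cells given cytomix (TNF-α, IL-1β and IFN-γ, 10 ng/mL each), cells in HTS medium of 400 mOsm, and cells given both, all at 4 hours. The authors deposited FPKM values (fragments counted relative to transcript length and to the mapped total), which they derived with Cufflinks from reads mapped to hg19, in 1 column per library and with no further scaling stated. The values of a library summed to group medians of 727411 in control, 730885 with cytomix, 734900 with HTS and 732012 with HTS+cytomix. The deposited values hold no read counts, so the depth of a library can be read from them only relative to another, from the commonest ratio between 2 libraries among values under 0.15 FPKM. Relative to control replicate 1, this depth lay between 0.650 and 1.18, with group medians of 0.838 in control, 0.962 with cytomix, 0.944 with HTS and 0.783 with HTS+cytomix. The table lists 54008 rows by Ensembl gene ID. In 54 rows at least 1 library holds 1 fixed placeholder, far above the highest other value of 18857, and these rows were left out. The 14546 rows with at least 1 FPKM in at least 3 libraries were compared on the log2(FPKM + 1) scale with limma, in one fit of all 12 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of genes with low values. Correlations of log2(FPKM + 1) across genes were between 0.964 and 0.974 within groups and between 0.903 and 0.961 between groups. With 3 libraries against 3, an exact permutation test of a single gene cannot give a 2-sided p below 0.1, so each adjusted p rests on limma's pooled estimate of the spread. The labels do not say which libraries share a donor lot, so whether the spread between replicates includes differences between donors is not known. Positions are those of the GRCh37 annotation, in which 46928 of the 53924 gene IDs were found. Whether the counting used strand is not stated in the paper's text, so values of genes with an overlapping gene on the opposite strand are uncertain.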

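With cytomix alone, 1352 genes were higher and 3482 lower than in control. When each library was rescaled by its median ratio, 1854 were higher and 1682 lower, so the balance of the directions depended on the scaling. With HTS+cytomix compared with cytomix alone, 3338 genes were higher and 3902 lower. Of the 1352 genes raised by cytomix, 808 (59.8%) were lower with HTS+cytomix than with cytomix, 211 were higher still and 333 were called in neither direction. In 399 of the 808 genes, expression with HTS+cytomix was not called different from control. HTS without cytomix also lowered 340 of the 808 relative to control past the threshold, and the other 468 had no such call. Among the 449 genes that cytomix raised by at least 1 on the log2 scale, 344 (76.6%) were lower with HTS and 55 were higher, and the median share of the rise in FPKM that was left with HTS was 23.2%. Both comparisons use the cytomix libraries, which by itself makes their changes run in opposite directions. In 50 simulations without any difference between groups, the correlation of the 2 changes across genes averaged -0.496, against -0.360 observed. It averaged -0.195 in 50 simulations that kept the cytomix effect and set HTS+cytomix equal to cytomix, so how much of the observed correlation sharing accounts for depends on what is simulated. In 50 simulations that gave the measured HTS effects to random genes of like expression, 31.3% of the raised genes on average, and at most 33.9%, were called lower with HTS, and the correlation averaged -0.0729.

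**Figure D1:**
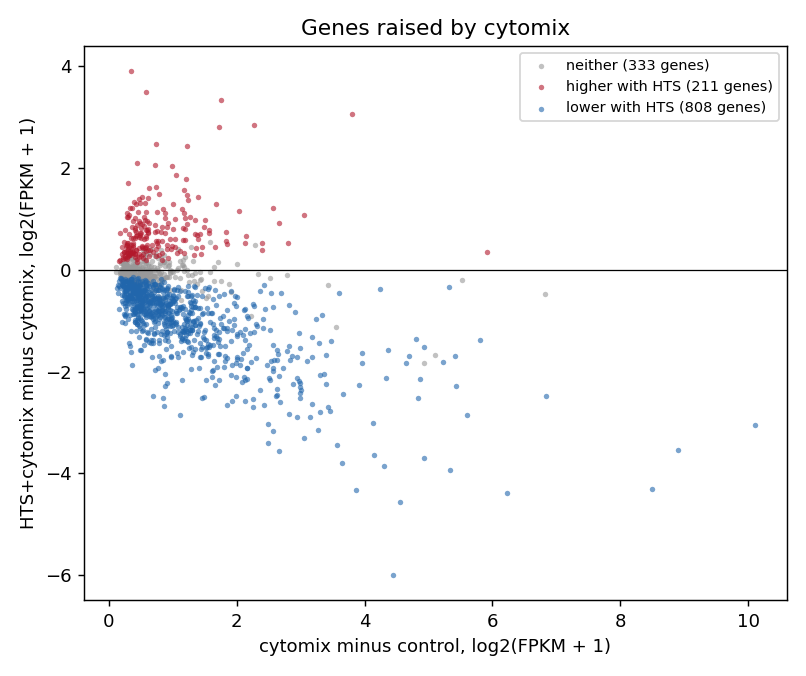
Each point is 1 of the 1352 genes raised by cytomix, with its change from control on the horizontal axis and its change between cytomix and HTS+cytomix on the vertical axis, both as differences of mean log2(FPKM + 1) over 3 replicates per group. The 808 blue genes lie below 0 and the 211 red genes above it.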

Our results show many inflammatory genes significantly upregulated (adjusted P < 0.05) when cytomix was applied without HTS; however, a reduction in these same inflammatory responses was seen when HTS was applied prior to treatment (Fig 1, S2 Table). 

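The 23 chemokines and cytokines counted here are named in the paper's passages on mediators that HTS attenuates. Those that the paper names as raised by HTS, IL11 and MIF among them, are not in this list. All 23 were higher with cytomix than in control past the threshold, by 0.85 (IL33) to 10.10 (CXCL10) on the log2 scale. Between cytomix and HTS+cytomix all 23 were lower, 22 of them past the threshold over all genes tested and 23 when adjusted over the list alone. The paper named these genes from these same samples, so the count adjusted over the list alone is not independent evidence. The gene outside the threshold over all genes was CCL2. With a required change of at least 1 on the log2 scale, the alternative that moved the count most, 18 of the 23 were called lower. From lower expression of several inflammatory mediators with little apoptosis, the paper concludes that HTS can act against inflammation.

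**Figure D2:**
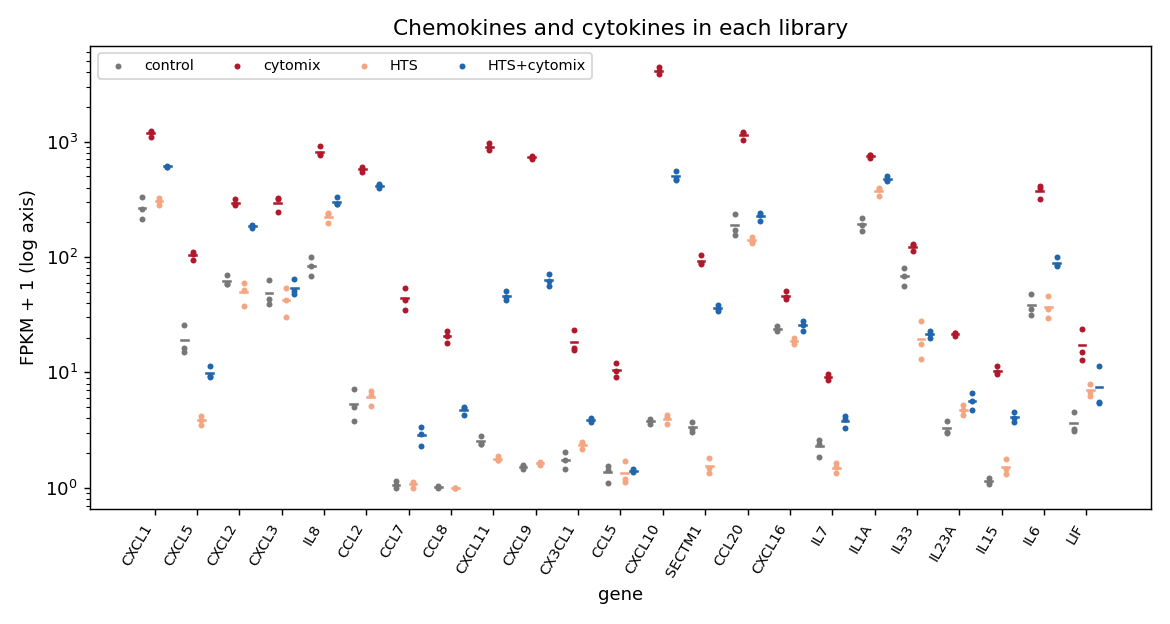
FPKM + 1 on a log axis for the 23 named chemokines and cytokines, with a point for each of 3 replicates per group and a bar at their mean. In each gene the cytomix replicates lie above the HTS+cytomix replicates.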

The transcriptional profile of these cells show that HTS attenuates the expression of many cytokines and chemokines that are induced by cytomix stimulation (Fig 1a). These inflammatory mediators shape both innate and adaptive immune responses via recruitment of effector cells such as neutrophils, monocytes, APC, NK cells, and T and B lymphocytes. The data also illustrate that in addition to diminishing the expression of several key chemokines and cytokines HTS also attenuates the expression of several transporters such as SAA1, APOL1 and SLC7A2 (Fig 1b) and kinases that are induced by cytokine stimulation (Fig 1c).

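SAA1 (ENSG00000173432, chromosome 11, 18287807 to 18291524) measured 224 ± 31.3 FPKM (SD, n = 3) in control, 696 ± 58.8 with cytomix and 202 ± 33.9 with HTS+cytomix. Its log2 change between cytomix and HTS+cytomix was -1.79 (standard error 0.13, adjusted p = 1.911e-06, limma). SAA1 has a near-identical copy, SAA2, and the counting could have split reads between them, so its value is uncertain. APOL1 (ENSG00000100342, chromosome 22, 36649117 to 36663576) rose from 16.0 ± 0.923 FPKM in control to 134 ± 8.81 with cytomix and measured 22.5 ± 3.16 with HTS+cytomix, a log2 change of -2.52 (standard error 0.12, adjusted p = 1.852e-07, limma). SLC7A2 (ENSG00000003989, chromosome 8, 17354597 to 17428082) measured 27.8 ± 4.15, 87.4 ± 6.69 and 40.9 ± 1.89 FPKM in the same groups, with a log2 change of -1.08 (standard error 0.22, adjusted p = 0.002489, limma).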

**Fig 1:**
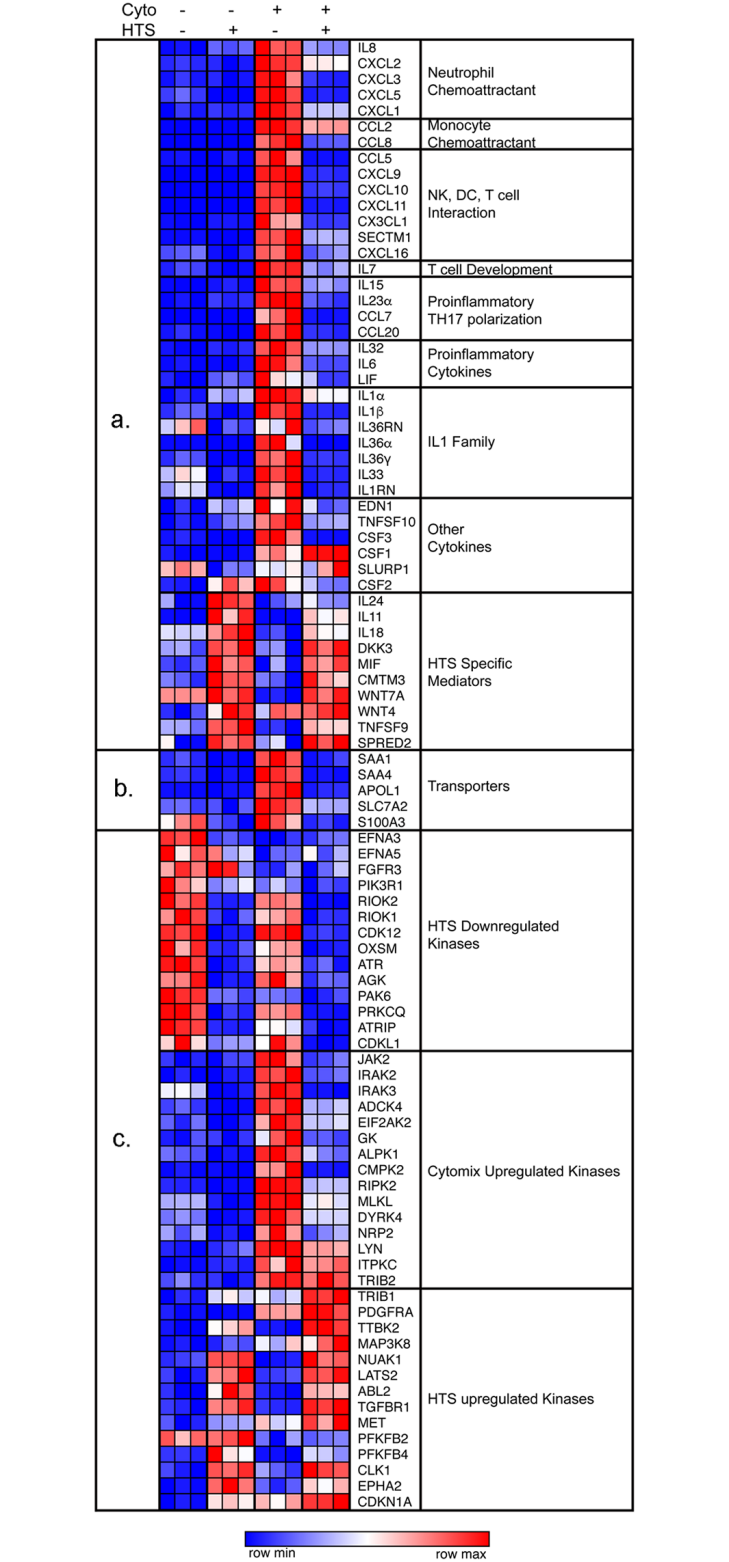
HTS inhibits the expression of several key inflammatory mediators. SAECS in P3 were grown in triplicate to 80% confluence in 12-well dishes, stimulated with TNFα, IL-1β, and IFNγ (cytomix) in the presence and absence of hypertonic saline (HTS) for 4 hrs. RNA was harvested and RNAseq performed. HTS decreases the expression of (a) key chemokines and cytokines, (b) Transporters and (c) Kinases which are important effectors of the inflammatory signaling cascade.

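The kinase panel (Fig 1c) also labels genes by their response to HTS without cytomix. Of the 14 labelled as lower with HTS, all 14 were lower with HTS than in control and 12 passed limma's threshold, the exceptions being EFNA5 and FGFR3. Of the 14 labelled as higher with HTS, 13 were higher than in control and 11 passed the threshold. The exceptions were PDGFRA, MAP3K8 and PFKFB2.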

### Functional validation of immune response

#### HTS significantly downregulates the expression of key chemokines

To validate the RNAseq data, SAECS in P3 were grown to 80% confluence on 12-well tissue culture dishes and treated with cytomix ± HTS for 4 and 8 hrs, respectively. Changes in the expression of some representative chemokines from each subgroup of inflammatory mediators (Fig 1a) were monitored by qPCR. These results also show that the cytokines continue to increase the expression of these released mediators both at 4 and 8hr, whereas the addition of HTS attenuates this response by decreasing the expression of these genes (Fig 2a, 2b and 2c).

**Fig 2:**
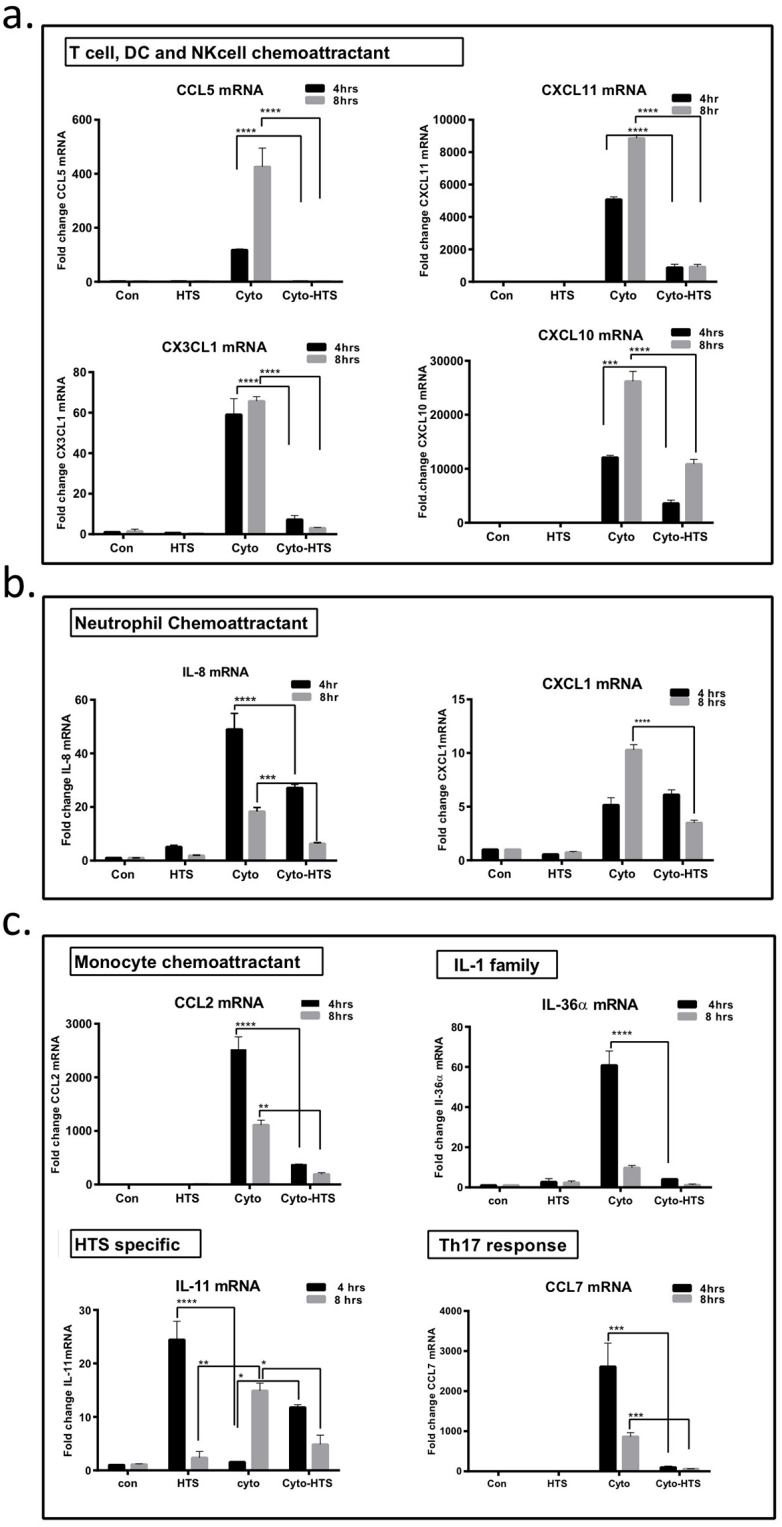
HTS inhibits the expression of chemokines and cytokines that regulate immune cell trafficking and polarization. SAECS in P4 were treated with cytomix in the presence and absence of HTS for 4 and 8hrs, and RNA isolated for qPCR analysis. Validation of the RNAseq shows that (a) chemokines that affect T-cell, Dendritic cell, and NK cell interaction/migration, (b) monocyte trafficking, (c) IL-1 family cytokines, and Th17 response are all increased due to cytokine treatment, and attenuated by HTS; whereas HTS-specific genes such as IL-11 are upregulated in response to HTS. (*p< 0.05; **p< 0.01; ***p< 0.001; ****p< 0.0001).

#### HTS mediated inhibition of CCL5 correlates to decreased transcriptional activity of IRF1 and STAT1

An upstream transcription factor analysis using the IPA software enumerated IRF1 and STAT1 to be among the top 10 transcription factors (*STAT1 Z-score*: *-4*.*638; p = 3*.*85E-16*, *IRF1 Z-score*: *-2*.*564; p = 1*.*05E-10*) that could differentially regulate the expression of more than 15 different genes whose expressions were significantly altered by HTS treatment in the presence and absence of cytomix (Fig 3a and 3b). 

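CCL5 (ENSG00000161570 in the deposited table, an ID that the GRCh37 annotation used here does not hold, so no position is given) measured 0.359 ± 0.227 FPKM (SD, n = 3) in control, 9.47 ± 1.52 with cytomix, 0.338 ± 0.309 with HTS and 0.410 ± 0.0394 with HTS+cytomix. The ratio of the mean FPKM with cytomix to that with HTS+cytomix was 23.1. On the log2(FPKM + 1) scale the change was -2.88 (standard error 0.18, adjusted p = 9.695e-07, limma), smaller than the ratio because the values with HTS+cytomix lie under 1 FPKM. All 3 HTS+cytomix replicates were below all 3 cytomix replicates. With each of these replicates left out in turn, the log2 change stayed between -2.98 and -2.77. The alternative that moved it most, an ordinary linear model on linear FPKM, gave a log2 ratio of group means of -4.53 with an adjusted p of 0.00456, the highest of a range over alternatives that begins at 6.05e-07 with limma.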

Since the CCL5 promoter is under transcriptional control by IRF1 and STAT1, and its expression was significantly decreased (-23.1 fold, p_adj_<1.91E-05) by cytomix+HTS relative to cytomix alone, we assessed the direct effects of HTS on the functional activation of these two transcription factors. A dual luciferase reporter assay was used to interrogate the effects of HTS on the transcriptional activity of IRF1 and STAT1 in SAECS treated with cytomix in the presence and absence of HTS. SAECS transfected with inducible IRF1 and STAT1 reporter constructs show an increase in luciferase expression following cytokine stimulation for 4hrs (Fig 3c). HTS attenuates this response and reduced the expression of the luciferase reporter in both IRF1 and STAT1 reporter constructs. These data were also confirmed at the protein-level by ELISA (Fig 3d).

**Fig 3:**
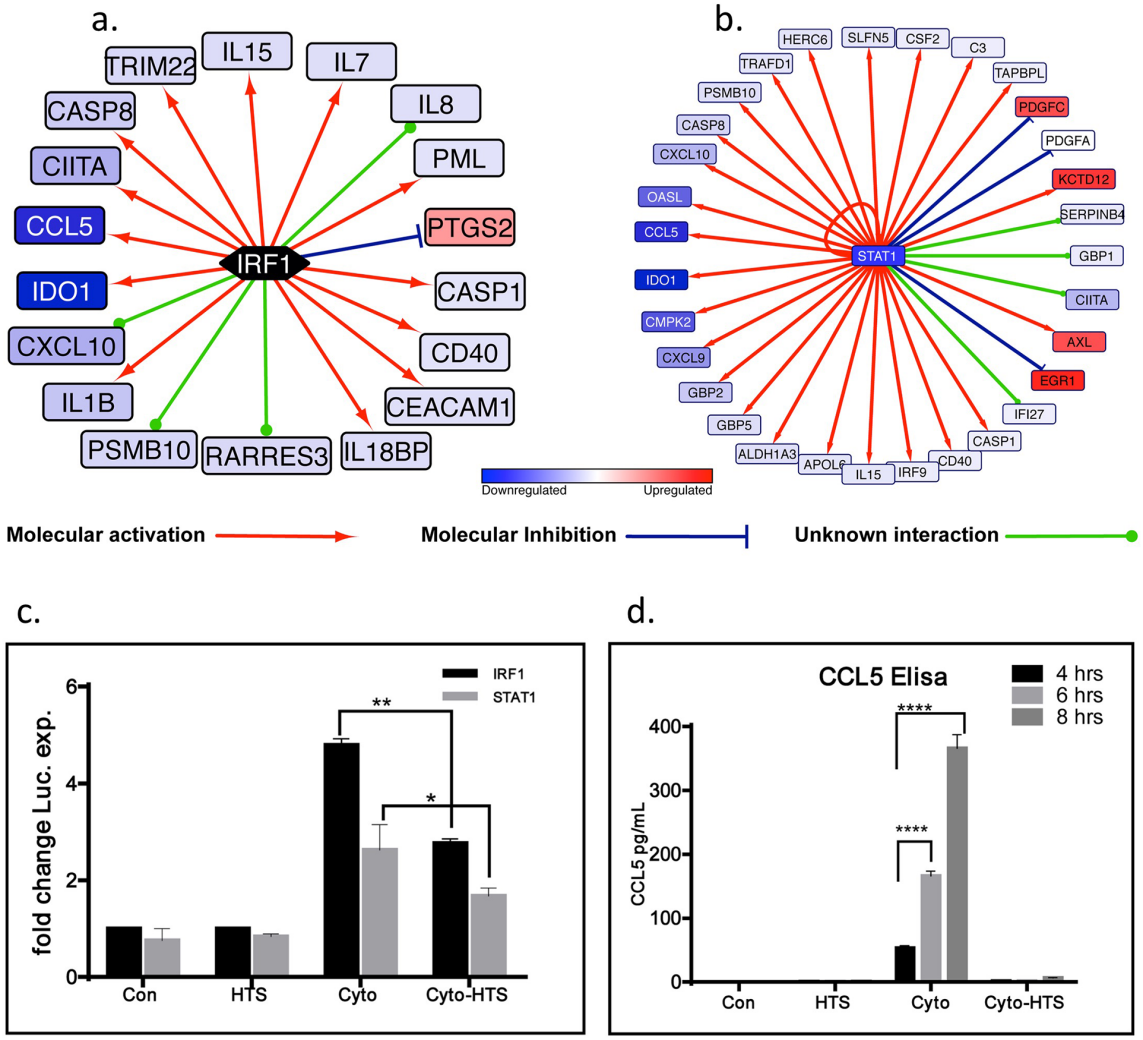
HTS inhibits the transcriptional activation of IRF1 and STAT1 dependent genes. In the Ingenuity Pathway Analysis of cytomix vs cytomix+HTS, IRF1 and STAT1 were inferred to regulate the expression of several downstream molecules in this study. (a) 12 of 18 genes have expression consistent with upstream inhibition of IRF1 by HTS (*Z-score*: *-2*.*564; p = 1*.*05E-10*). (b) 26 of 32 genes have expression consistent with STAT1 inhibition when cytomix is added to cells treated with HTS (*Z-score*: *-4*.*638; p = 3*.*85E-16*). (c) HTS attenuates cytomix-induced luciferase expression in SAECS transiently transfected with IRF1 and STAT1 reporter expression plasmids treated with cytomix for 4hrs in the presence and absence of HTS. (d) The expression of CCL5, a downstream endogenous target of IRF1 and STAT1, is also attenuated by HTS at 4, 6 and 8hrs as determined by ELISA. (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001).

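Of the 18 genes drawn around IRF1 (Fig 3a), 17 were lower with HTS+cytomix than with cytomix and 1, PTGS2, was higher, all past limma's threshold. This count gives the direction of each gene, not whether the direction fits the regulation that the pathway software assumes. The mRNA of IRF1 (ENSG00000125347, chromosome 5, 131776132 to 131844411) rose from 7.98 ± 0.677 FPKM (SD, n = 3) in control to 540 ± 19.0 with cytomix and was higher again with HTS+cytomix, at 684 ± 29.3 FPKM, a log2 change of 0.34 (standard error 0.09, adjusted p = 0.007641, limma). IRF1-AS1 on the opposite strand of IRF1 overlaps its exons.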

#### HTS inhibits the chemotaxis of leucocytes

A chemotaxis assay was performed to determine if cell supernatants from the SAECS treated with cytomix in the presence and absence of HTS show differential chemoattractant properties for PMNs and splenocyte derived T-cells. SAECS in P3 were treated with cytomix ± HTS and supernatants were collected at 24 hrs. The supernatants were applied to the bottom of a chemotactic chamber. The migration of PMNs and splenocyte derived T-cells towards the supernatant was assayed in real time using the Incucyte Zoom imaging system. Supernatants from cytokine-treated SAECs showed increased migration of both PMNs and splenocyte derived T-cells, and this chemotactic response was inhibited by HTS (Fig 4a and 4b).

**Fig 4:**
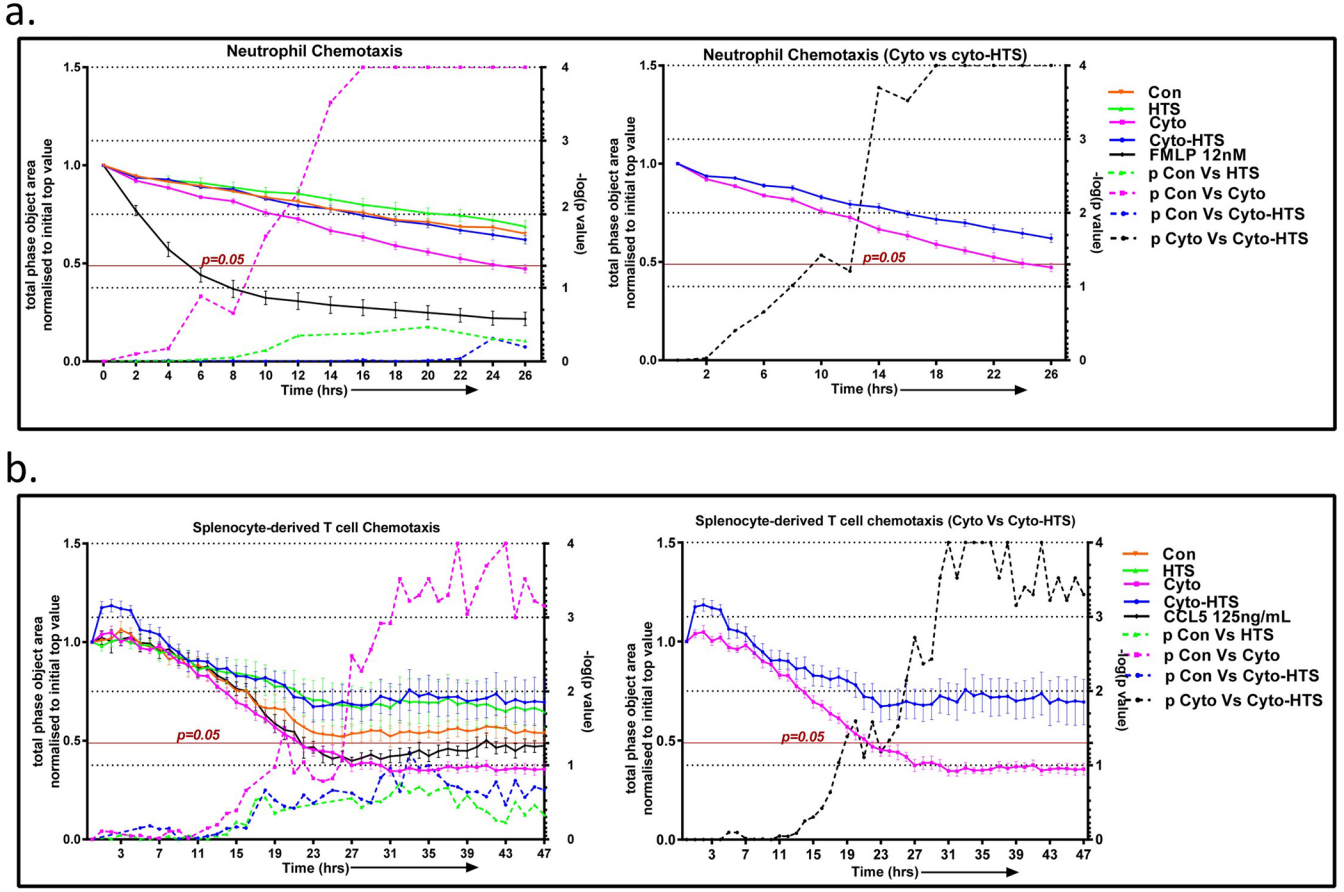
HTS inhibits chemotaxis of neutrophils and splenocyte-derived T-cells. SAECS in P3 were cultured for 24 hrs with cytomix in the presence and absence of HTS and the supernatants were harvested and applied to the bottom chamber of the chemotaxis plate. Chemotaxis of neutrophils and splenocyte derived T cells towards the chemotactic gradient was assayed using Incucyte Zoom imaging system. The results show (a) supernatant from cytomix treated cells elicit maximal migration of neutrophils, and this migration was attenuated in supernatants from cytomix + HTS treated cells. Similarly, in a separate experiment (b), HTS inhibited the migration of splenocyte derived T-cells through the matrigel towards the chemotactic gradient. [solid lines indicate the loss of surface area previously occupied by the neutrophils or splenocytes derived T-cells on the top of membrane as they migrate to the reservoir containing the chemoattractant at the bottom of the membrane; dashed lines indicate p values for pairwise comparison of migration of neutrophils or splenocyte at each time point (control vs HTS, control vs cytomix, control vs cyto-HTS: Fig 4a and Fig 4b main panel; cytomix vs cyto–HTS: Fig 4a and Fig 4b inset). FMLP and CCL5 were used as positive control for the migration assays for neutrophil and splenocyte derived T cells respectively.

### Anti-inflammatory effects of HTS are seen several hours post cytomix stimulation

Our data show that HTS can prevent inflammatory response when given as a pre-treatment, however, it is not known if HTS can attenuate a preexisting inflammatory response. To determine the effect of timing on dosage, SAECS were treated with HTS at 30mins, 2hrs, 4hrs, and 6hrs post cytokine activation. HTS reduced the expression of CCL5 mRNA and protein at all time points tested (Fig 5a and 5b). However, the anti-inflammatory effects of HTS progressively decreased over the period of inflammatory challenge with maximal effects observed at 30 mins after cytokine treatment indicating that the anti-inflammatory effects of HTS are most advantageous before or immediately following a pro-inflammatory stimulus (Fig 5a and 5b). Similar trends were observed at the transcript level for several other cytokines, with maximal inhibition at 30 minutes post HTS administration (S3 Fig).

**Fig 5:**
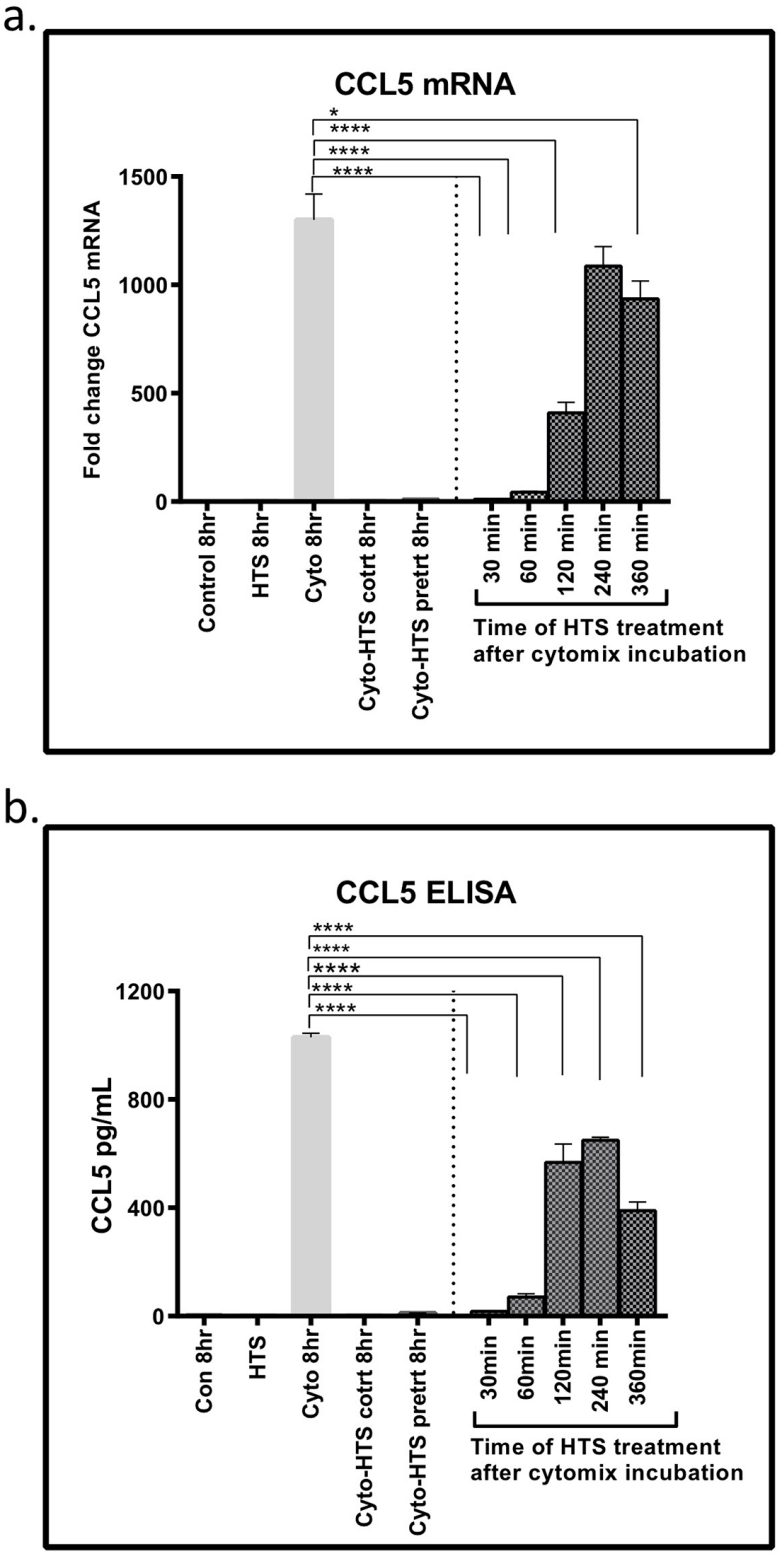
HTS inhibits CCL5 expression in cytokine-pretreated cells. SAECS in P3 were co-treated or pretreated with cytomix ± HTS for 8hrs and HTS was added at 30, 60, 120, 240, and 360 minutes after cytokine addition. The data shows (a) HTS inhibits the expression of CCL5 mRNA and (b) protein in both pre-treatment and co-treatment, as well as when HTS is applied in incremental time points after cytomix pretreatment. Although maximal inhibition was seen when HTS was applied 30mins or earlier after cytokine pre-incubation, the inhibitory effect remains significant when applied even 6 hrs after initial cytokine challenge. (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001).

### Anti-inflammatory effects of HTS are reversible

To test if the effects of HTS are reversible, we took previously HTS treated cells and allowed them to rest in isotonic media followed by a cytomix and cytomix-HTS challenge. Fig 6 shows that cells previously treated with HTS can recover and respond to a second inflammatory challenge after 4hrs of rest in isotonic media, indicating that the HTS response is not permanent, and inflammatory responses are subsequently inducible as necessary with the reversibility effect seen after only 2-4hrs of rest in isotonic media.

**Fig 6:**
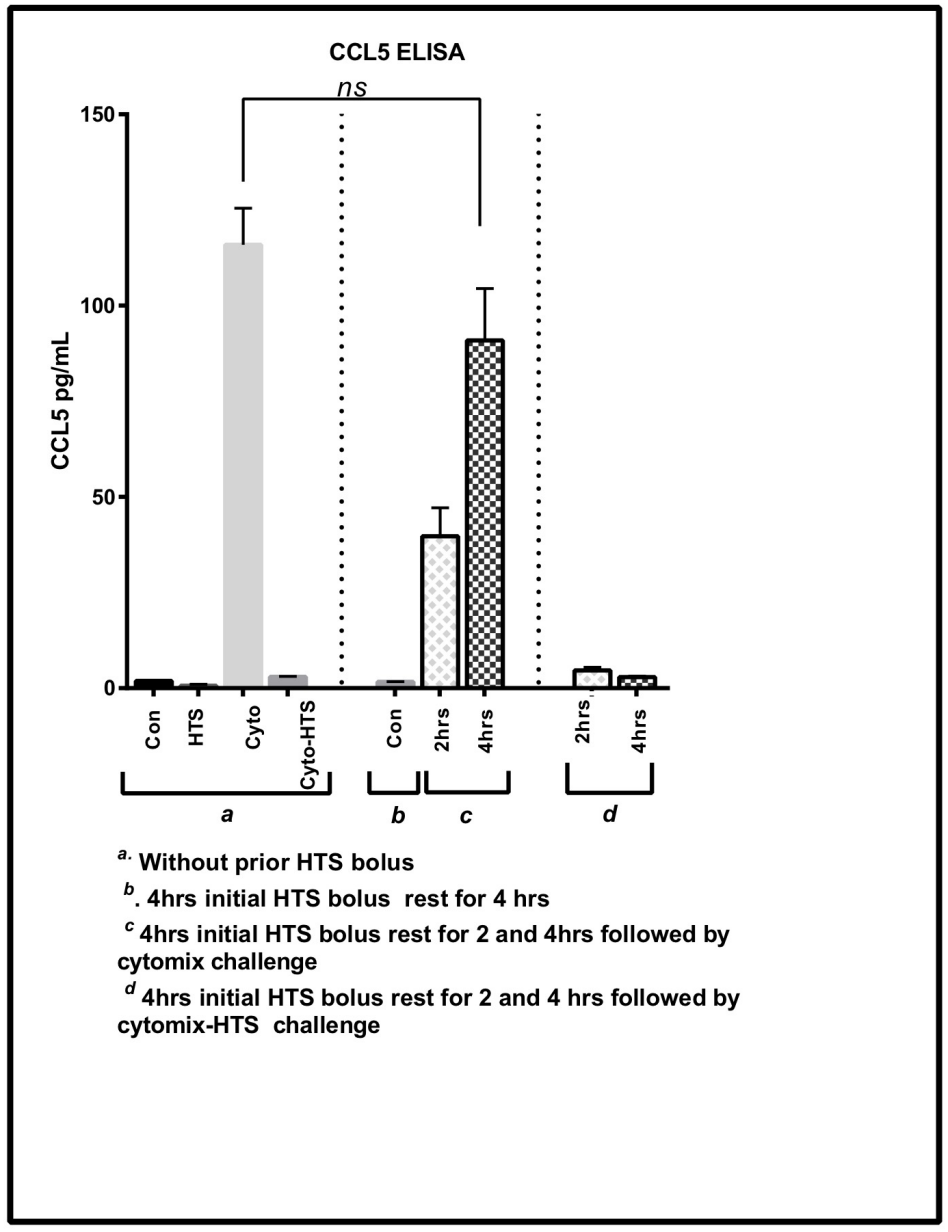
The anti-inflammatory effects of HTS on CCL5 expression are reversible. SAECS in P4 were cultured in the presence of HTS for 4hrs and allowed to rest for 2 and 4hrs in isotonic media before being subjected to a subsequent cytomix challenge. Cells previously treated by HTS can respond to a subsequent cytokine challenge after a minimal recovery period (2-4hrs), with CCL5 levels comparable to initial controls treated with cytomix.

## Discussion

### HTS can exert potent anti-inflammatory effects

Acute lung injury (ALI) can be the result of major trauma and may proceed to multi-organ failure (MOF) [2, 3, 29]. ALI remains a significant cause of morbidity and mortality in the ICU and may be caused by sepsis, shock, severe extrathoracic trauma, and multiple transfusions following a traumatic event. ALI may progress to acute respiratory distress syndrome (ARDS) and then to respiratory failure with severe pathophysiological consequences leading to fibrin deposition and thickening of the lung interstitial tissue, decreased lung compliance, and recruitment of leucocytes, primarily neutrophils, to the alveolar spaces [6, 7].

A maladaptive immune response is central to the pathogenesis of ALI, which often starts with the activation of the innate immune response via ligation of microbial products or cell injury-associated endogenous products to pattern recognition receptors on the surface of alveolar epithelium [6, 29]. The function of lung epithelium as part of innate immunity is well recognized. The pulmonary epithelium expresses a wide variety of immune response genes such as class I and class II MHC molecules, costimulatory molecules, chemokines, cytokines and prostaglandins following a pro-inflammatory response [7, 30, 31]. HTS may serve as a resuscitative fluid and an immunomodulator as it reduces the synthesis of pro-inflammatory mediators, decreases alveolar macrophage activation, PMN priming and migration to lung tissue both in-vitro and in animal models [8, 9, 15, 16, 18, 21, 32, 33].

#### HTS attenuates trafficking of innate immune cells and can shape the polarization of T-cells

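CXCL1 (ENSG00000163739), CXCL5 (ENSG00000163735), CXCL2 (ENSG00000081041), CXCL3 (ENSG00000163734) and IL8 (ENSG00000169429) lie on chromosome 4 of GRCh37 between 74606236 and 74964913. Their mean FPKM in control and with cytomix (SD, n = 3) was 266 ± 57.3 and 1185 ± 71.2 for CXCL1, 18.1 ± 5.94 and 103 ± 8.03 for CXCL5, and 61.3 ± 6.06 and 294 ± 17.5 for CXCL2. It was 47.6 ± 12.9 and 296 ± 42.8 for CXCL3, and 83.4 ± 16.1 and 816 ± 81.0 for IL8. The log2 changes were 2.17, 2.48, 2.25, 2.63 and 3.29 in that order, each past the 0.05 threshold under the alternatives run on single genes, which leave out the stricter thresholds. With HTS+cytomix the means were 609, 8.92, 184, 53.2 and 302 FPKM, and all 5 genes were lower than with cytomix past the threshold. CXCL1, CXCL2 and CXCL3 are similar in sequence and could share reads, so their values are uncertain.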

Cytokine stimulation of SAECS activated innate immunity by increasing the expression of several chemokines, including: CXCL1 (Gro-α), CXCL5 (ENA-78), CXCL2 (Gro-β), CXCL3 (Gro-γ) and IL-8 (S2 Table, Fig 1a). These chemokines induce PMN migration and trafficking to site of injury/inflammation [34]. Once they arrive at a site of local inflammation, primed PMNs can do several things: 1) they can phagocytose and destroy infective particles or necrotic cells through engagement of the pathogen recognition receptors such as RAGE and TLRs; 2) PMNs can themselves synthesize several pro-inflammatory mediators and initiate a feed-forward loop that will recruit more neutrophils and other innate effectors such as monocytes, resident tissue macrophages, and NK cells to the inflammatory foci; and 3) PMNs can release alarmins such as HMGB1, defensins and S100 proteins, which link the innate and adaptive responses [4, 35].

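CCL2 (ENSG00000108691, chromosome 17, 32582293 to 32584227) rose from 4.30 ± 1.69 FPKM (SD, n = 3) in control to 578 ± 31.1 with cytomix and measured 415 ± 18.1 with HTS+cytomix. All 3 HTS+cytomix replicates were below all 3 cytomix replicates, but the log2 change of -0.48 (standard error 0.19, adjusted p = 0.06121, limma) did not pass the threshold in the fit of all 12 libraries. With only the 6 libraries of the compared groups in the limma fit, its adjusted p was 0.00143, and over all alternatives it lay between 0.00143 and 0.141. CCL7 (ENSG00000108688, chromosome 17, 32597240 to 32599261) measured 42.7 ± 9.48 FPKM with cytomix and 1.87 ± 0.521 with HTS+cytomix, a log2 change of -3.92 (standard error 0.17, adjusted p = 1.063e-07, limma). CCL8 (ENSG00000108700, chromosome 17, 32646454 to 32648421) measured 19.6 ± 2.46 and 3.73 ± 0.370 FPKM, a log2 change of -2.12 (standard error 0.10, adjusted p = 1.718e-07, limma).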

HTS also attenuates the cytokine-induced overexpression of chemokines such as CCL2 (MCP1), CCL7 (MCP3) and CCL8 (MCP2) that are effective monocyte chemoattractants (S2 Table, Fig 1a) which are released by airway epithelium and activate monocytes to produce pro-inflammatory cytokines, such as IL-6, and IL-8 [36]. Similarly, chemokines CXCL11 (I-TAC), CXCL9 (MIG), CX3CL1 (FRACTALKINE), CCL5 (RANTES), CXCL10 (IP10) SECTM1, CCL20 (MIP3α), CXCL16 and IL-7 induced by cytomix were attenuated by HTS (S2 Table, Fig 1a). These chemokines can influence adaptive immune responses which promote maturation and survival of T-cells, recruitment of T cells to sites of inflammation [37, 38], as well as promote the polarization of Th1 phenotype [34, 39] promoting T-cell/DC interactions [40] (S2 Table, Fig 1a).

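CXCL11 (ENSG00000169248, chromosome 4) fell from 904 ± 66.2 FPKM (SD, n = 3) with cytomix to 45.0 ± 3.95 with HTS+cytomix (log2 change -4.30, standard error 0.09, adjusted p = 1.148e-09, limma). CXCL9 fell from 730 ± 20.8 to 61.9 ± 7.35 FPKM, CXCL10 from 4114 ± 301 to 500 ± 50.8 FPKM and CX3CL1 from 17.5 ± 4.10 to 2.85 ± 0.153 FPKM. CCL20 fell from 1143 ± 91.5 to 224 ± 19.2 FPKM, SECTM1 from 92.0 ± 8.96 to 35.0 ± 1.94 FPKM, CXCL16 from 45.1 ± 3.90 to 24.5 ± 2.44 FPKM and IL7 from 8.13 ± 0.492 to 2.83 ± 0.462 FPKM. The log2 changes of these other genes lay between -3.55 (CXCL9) and -0.85 (CXCL16), each past the 0.05 threshold under the alternatives run on single genes, which leave out the stricter thresholds. CXCL16 and IL7 overlap genes on the opposite strand.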

#### HTS attenuates expression of IL-1 family members

HTS also attenuates cytokine-stimulated release of several members of the IL-1 superfamily (S2 Table, Fig 1a). This family of cytokines are major mediators of the innate immune response [41] and propagate the inflammatory response by binding to specific cell surface receptors [41]. 

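At the level of mRNA, IL1A (ENSG00000115008) measured 192 ± 25.1 FPKM (SD, n = 3) in control, 748 ± 22.7 with cytomix and 473 ± 25.1 with HTS+cytomix, and IL1B (ENSG00000125538) 331 ± 75.4, 1302 ± 82.3 and 232 ± 10.4 FPKM. IL36G (ENSG00000136688) measured 188 ± 54.6, 879 ± 108 and 149 ± 8.55 FPKM in the same groups, and IL36A (ENSG00000136694) 0.325 ± 0.0462, 16.5 ± 6.47 and 0.188 ± 0.0671 FPKM. IL33 (ENSG00000137033) measured 67.4 ± 12.3, 121 ± 8.87 and 20.4 ± 1.44 FPKM. The log2 changes between cytomix and HTS+cytomix were -0.66 for IL1A, -2.48 for IL1B, -2.55 for IL36G, -3.80 for IL36A and -2.52 for IL33, each past limma's threshold. HTS without cytomix also lowered IL33 (18.5 FPKM), IL36G (55.6) and IL1B (176) relative to control past the threshold, and raised IL1A (371). By limma's interaction term, the HTS effect differed with and without cytomix for IL1A, IL1B and IL36A. It was not called different for IL33 (adjusted p = 0.2193, limma) or IL36G (0.05651), so their falls may not depend on cytomix. The rise of IL33 with cytomix, 0.85 on the log2 scale, lost limma's threshold without control replicate 1 (adjusted p = 0.0621) and without cytomix replicate 3 (adjusted p = 0.0514), the range over all alternatives being 0.00783 to 0.0621. Of the receptor antagonists, IL1RN rose with cytomix from 567 ± 75.7 to 997 ± 135 FPKM and measured 284 ± 30.7 with HTS+cytomix, and IL36RN was not detectably changed by cytomix (log2 change 0.05, adjusted p = 0.9261, limma). IL36RN fell from 17.3 FPKM with cytomix to 7.13 with HTS+cytomix (adjusted p = 0.01921, limma), with a range over all alternatives of 0.00566 to 0.123. Both antagonists were also lower with HTS alone than in control past the threshold, and neither had an interaction call.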

IL-1α is a classic endogenous pyrogen that causes increased leucocyte migration to sites of inflammation and can prolong the life span and stimulate the effector function of PMN [41]. IL-1αand IL-33 can also act as “alarmins” in response to tissue damage and serve as a critical link between the innate and adaptive immunity by promoting uptake of antigens by immature DC and their subsequent presentation to naïve T cells and increasing expression of Th2 cytokines IL-5 and IL-13 [42–44]. Thus, these alarmins are likely a possible therapeutic target to both dampen inflammation and to uncouple the innate and adaptive responses [42, 45]. The IL-36 response mirrors the effects of IL-1 and may serve as an amplifier of the innate immune response and a mediator of pulmonary inflammation and fibrosis [46].

#### HTS down regulates expression of chemokines that promote Th17 phenotype

Cytokine stimulation also increased the expression of IL-23, CCL7, and IL-15 (S2 Table, Fig 1a), which are known to induce the differentiation of naïve CD4+ T-cells to a highly pro-inflammatory IL-17-producing Th17 phenotype [34, 47–49]. 

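IL23A (ENSG00000110944, chromosome 12), which encodes the subunit specific to IL-23, rose from 2.28 ± 0.475 FPKM (SD, n = 3) in control to 20.5 ± 0.697 with cytomix (log2 change 2.72, standard error 0.14, adjusted p = 2.324e-07, limma). IL15 (ENSG00000164136, chromosome 4) rose from 0.138 ± 0.0691 to 9.31 ± 0.930 FPKM (log2 change 3.18, standard error 0.13, adjusted p = 3.389e-08, limma). With HTS+cytomix they measured 4.68 ± 0.971 and 3.10 ± 0.419 FPKM.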

IL-17 in turn induces T-cell priming, activation of lung fibroblasts, activation of endothelial and epithelial cells to produce multiple pro-inflammatory mediators, including IL-6, TNF-α, NOS-2, MMPs and chemokines (IL-8, CXCL1), growth factors (CSF3, CSF2) and adhesion molecules (ICAM1), which further exacerbate the airway inflammatory cascade via PMN recruitment to the lung [47, 48, 50].

Additionally, HTS attenuated the cytokine-induced increases in acute phase mediators IL-6 and LIF (S2 Table, Fig 1a and 1b). 

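IL6 (ENSG00000136244, chromosome 7, 22765503 to 22771621) measured 37.2 ± 8.31 FPKM (SD, n = 3) in control, 374 ± 50.4 with cytomix and 88.3 ± 8.54 with HTS+cytomix, a log2 change from cytomix of -2.06 (standard error 0.18, adjusted p = 9.618e-06, limma). LIF (ENSG00000128342, chromosome 22, 30636442 to 30642748) measured 2.63 ± 0.797, 16.1 ± 5.80 and 6.42 ± 3.37 FPKM, a log2 change of -1.25 (standard error 0.31, adjusted p = 0.006578, limma). For LIF the ordinary linear models, which do not pool the spread over genes, gave adjusted p-values of 0.0929 on the log2 scale and 0.122 on linear FPKM, the range over all alternatives, limma's included, being 0.000883 to 0.122. Genes on the opposite strand overlap the exons of both.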

Prolonged activation of these molecules correlates to increased PMN infiltration into the lung [51], which is deleterious in the setting of chronic inflammation and the systemic inflammatory response. 

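SAA4 (ENSG00000148965, chromosome 11, 18252902 to 18258349) rose from 2.42 ± 0.344 FPKM (SD, n = 3) in control to 15.2 ± 1.30 with cytomix and measured 1.49 ± 0.181 with HTS+cytomix, a log2 change from cytomix of -2.71 (standard error 0.12, adjusted p = 1.231e-07, limma). The read-through gene SAA2-SAA4 overlaps its exons on the same strand, so its value is uncertain.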

HTS also inhibits the expression of transporters such as serum amyloids SAA1 and SAA4 (S2 Table, Fig 1a and 1b), now recognized as major players in the acute phase reaction. SAAs have strong immunological properties where they can activate the inflammosome cascade and induce the synthesis of several cytokines. They are also chemotactic for PMNs and T-cells, which is a key step in ALI and represents a possible therapeutic target to inhibit leucocyte migration to the lung [52].

#### HTS affects the expression of MAP kinases

HTS attenuates the expression of several non-receptor serine, threonine, and tyrosine kinases (e.g., JAK2, LYN,and IRAKs) whose expression is increased by cytomix treatment (S2 Table, Fig 1c). 

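JAK2 (ENSG00000096968, chromosome 9) measured 5.77 ± 1.06 FPKM (SD, n = 3) in control, 21.4 ± 2.90 with cytomix and 7.73 ± 1.34 with HTS+cytomix (log2 change from cytomix -1.36, standard error 0.18, adjusted p = 0.0001432, limma). LYN (ENSG00000254087, chromosome 8) measured 21.0 ± 1.67, 64.0 ± 1.82 and 50.6 ± 1.13 FPKM, the smallest change of the 4 (log2 change -0.33, standard error 0.09, adjusted p = 0.01052, limma). IRAK2 (ENSG00000134070, chromosome 3) measured 5.37 ± 0.661, 19.2 ± 1.27 and 7.88 ± 0.588 FPKM (log2 change -1.19). IRAK3 (ENSG00000090376, chromosome 12) measured 9.66 ± 0.816, 16.6 ± 1.16 and 3.50 ± 0.242 FPKM (log2 change -1.97), and was also lower with HTS alone, at 3.45 ± 0.478 FPKM.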

Their role in adaptive and immune response is well documented. LYN is a tyrosine kinase involved in cellular responses to cytokines, regulation of MAPK signaling, initiation of the B cell response and differentiation and modulation of cell survival and apoptosis [53, 54]. IRAK2 and IRAK3 are kinases of the interleukin receptor signaling pathway and participate in IL-1-induced increases of NF-κB dependent pro-inflammatory cytokines [55]. JAK2 is a member of the Janus kinase family of non-receptor tyrosine kinase and is involved in IL6 family cytokine signaling through gp130/JAK STAT pathway [56]. Downstream targets of the JAK/STAT pathway include transcription factors such as IRF1 and CEBPδ that are known to activate the transcription of pro-inflammatory mediators such as CCL5, a T-cell chemoattractant. 

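Fig 1c labels 15 genes in the group of kinases raised by cytomix. All 15 were higher with cytomix than in control past limma's threshold, and all 15 were lower with HTS+cytomix than with cytomix, 13 of them past the threshold. ITPKC, at 148 FPKM with cytomix and 137 with HTS+cytomix, and TRIB2, at 16.8 and 16.5 FPKM, did not pass it. In 9 of the 15, expression with HTS+cytomix was still above control past the threshold.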

HTS attenuates the expression of most of these kinases, thereby inhibiting the downstream expression of several molecules that propagate the inflammatory response [52].

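HTS without cytomix changed 7636 genes relative to control, 2834 higher and 4802 lower. After rescaling each library by its median ratio, 3777 were higher and 3774 lower. The HTS effect without cytomix and the HTS effect with cytomix share no library, and across genes, which are not independent replicates, they correlated with a Pearson r of 0.610 and a Spearman rho of 0.678. Of the 5297 genes called in both comparisons, 5079 (95.9%) changed in the same direction. In 1888 genes (13.0% of those tested) the 2 effects were called different from each other by limma's interaction term.

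**Figure D3:**
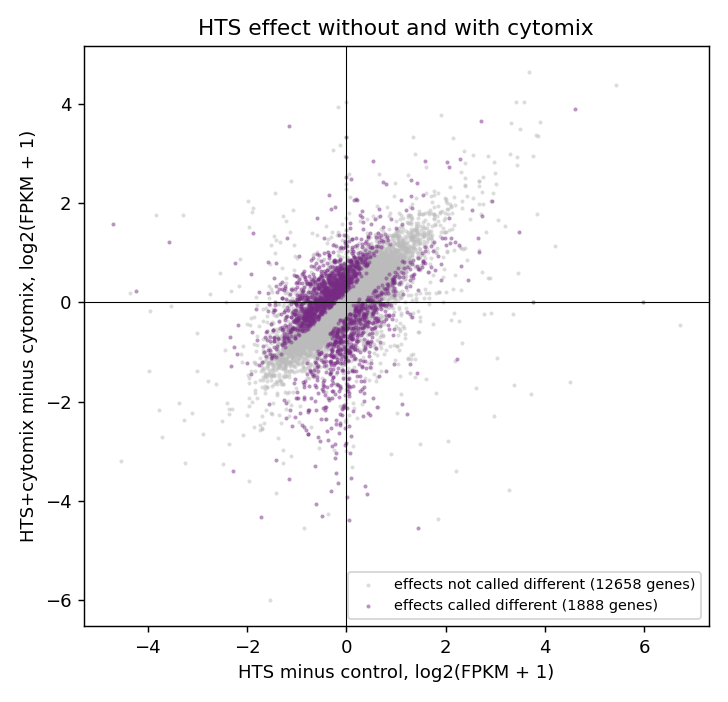
Each point is a gene, with its difference of mean log2(FPKM + 1) between HTS and control on the horizontal axis and between HTS+cytomix and cytomix on the vertical axis (3 replicates per group). The 1888 purple genes are those whose effects differ by the interaction term.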

There are also HTS specific effects which are independent of cytomix challenge. 

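IL11 (ENSG00000095752, chromosome 19, 55875750 to 55881831) measured 1.74 ± 0.474 FPKM (SD, n = 3) in control and 39.0 ± 9.15 with HTS, a ratio of the means of 22.5. The log2 change was 3.86 (standard error 0.18, adjusted p = 2.23e-07, limma), and it stayed between 3.73 and 4.06 with each of these replicates left out in turn. The ordinary linear model on linear FPKM, which moved it most, gave 4.49. With cytomix alone the mean was 1.63 ± 0.193 FPKM, and with HTS+cytomix it was 25.9 ± 3.04 FPKM.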

Results of the RNA seq analysis and validation studies show that IL-11 mRNA expression was increased over 10 fold by HTS alone. Additionally, we observe cytokine independent effects of HTS. For example, HTS independently increases the basal expression of proteins such as DKK3 [57], CMTM3 [58], MIF [59] and CDKN1A [60] that regulate cell cycle progression and apoptosis, and mediates inhibition of cell proliferation (Fig 1c). This proliferative inhibition is likely a manifestation of the initial cellular stress response to a hyperosmolar environment; this and the effects of HTS on cell cycle regulation have been detailed separately [61]. 

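The mRNA of DKK3 (ENSG00000050165) measured 247 ± 17.3 FPKM (SD, n = 3) in control and 342 ± 16.9 with HTS, and that of CMTM3 (ENSG00000140931) 6.46 ± 0.790 and 13.2 ± 0.918 FPKM. MIF (ENSG00000240972) measured 874 ± 23.5 and 1220 ± 64.9 FPKM, a value that is uncertain because another gene overlaps it on the same strand. CDKN1A (ENSG00000124762) measured 205 ± 11.8 and 427 ± 18.3 FPKM. The log2 changes were 0.47, 0.93, 0.48 and 1.06 in that order, each past the 0.05 threshold under the alternatives run on single genes, which leave out the stricter thresholds. CDKN1A was also raised by cytomix without HTS, to 445 ± 38.0 FPKM, whereas the other 3 genes were not called changed by cytomix.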

Ultimately, our data elucidates that HTS can exert potent anti-inflammatory effects by inhibiting the expression of several key inflammatory mediators with less than 10% apoptotic induction between the different treatment conditions.

### Anti-inflammatory effects of HTS are cell type and stimulus specific

HTS-mediated inhibition of pro-inflammatory mediators is highly stimulus and cell type specific. The specificity of stimulus and cell type also determines the choice of transcription factors regulating the expression of these pro-inflammatory mediators. For example, in A549 pulmonary type II alveolar lung carcinoma cells, HTS was able to inhibit the synthesis and release of NF-κB dependent chemokines CCL5 and CXCL10, in response to both TNF-α and IL-1β, but it selectively inhibited the synthesis of the NF-κB dependent gene CCL2 in response to TNF-α, but not to IL-1β [9]. In contrast, in the present study NF-κB was not identified among the top 10 transcription factors affected by HTS. Rather, HTS inhibited the activation of two key transcription factors (STAT1, Z-score: -4.638; p = 3.85E-16 and IRF1 Z-score: -2.564; p = 1.05E-10) that further regulate other groups of genes including the chemokine CCL5 (Fig 3a and 3b). Thus, we further examined the possible mechanisms by which HTS mediates STAT1 and IRF1 activity. Although reduced IRF1 nuclear localization can inhibit expression of IRF1 dependent downstream targets, we did not observe any significant difference in levels of nuclear IRF1 localization due to HTS (S3 Fig). Additionally, as the IRF1 promotor is under the transcriptional control of STAT1, and phosphorylation of STAT1 at Ser-727 is necessary for its optimal transcriptional activity, it is possible that the inhibition of IRF1 transcriptional activation is due to differential STAT1 phosphorylation; however, we do not see a significant difference in STAT1 phosphorylation at 2, 4 and 6 hrs (S4 Fig). Conversely, RNA extracted from these same cells show a significant difference in STAT1 mRNA levels at 2 and 4 hrs (S4 Fig). This suggests that even though HTS did not alter STAT1 activation status, it inhibited STAT1 and IRF1 downstream responses by inhibiting STAT1 mRNA synthesis. Both these data suggest that HTS mediated inhibition of IRF1 and STAT1 is a complex process and a comprehensive analysis of upstream regulation of the transcription modules are required to fully dissect the mechanism of HTS mediated inhibition of inflammation. Based on pathway analysis, we have identified two candidate molecules that may contribute to HTS mediated inhibition of STAT1 transcription. TRIM24 is a pleiotropic protein that has been identified as a negative regulator of STAT1 [62]. In the current study, the predicted activation status of TRIM24 (Z-score: - 4.577; p = 4.03E-17) suggests that it is highly activated in cells stimulated with cytomix-HTS, and thus could be a potential upstream regulator of HTS-mediated STAT1 transcriptional regulation. Another potential candidate that could regulate STAT1 expression is the epigenetic protein CREBBP (CREB Binding Protein). This nuclear protein is a transcriptional coactivator of the cAMP response element binding protein (CREB) which was also identified as one of the upstream effector molecules (Z-score: - 3.037; p = 2.89E-13) strongly activated in cytomix/HTS treated cells. Kramer et al. have shown that CREBBP can regulate STAT1 signaling through CREBBP -mediated STAT1 acetylation [63]. Future studies will involve experiments that will explore mechanisms of HTS-induced inhibition of the inflammation and the role of upstream transcriptional regulators such as TRIM24, CREBBP and CREB in this process.

### Clinical relevance of HTS as a therapeutic

The therapeutic benefits of HTS in CF are well documented. Aerosolised 3% HTS or higher concentrations have been used improve mucociliary clearance in CF patients by increasing the tonicity of Airway Surface Liquid and creating an osmotic gradient that would draw water into the airway and facilitate the removal of mucous [64]. Recent studies in CF patients have extended some of the beneficial effects of HTS to its anti-inflammatory properties and its ability to prevent harmful effects caused by increased neutrophil infiltration into the lungs of CF patients [65]. Our in-vitro data is complementary as we show that HTS exerts strong anti-inflammatory effects in cytomix challenged airway epithelial cells and prevents neutrophil chemotaxis. The anti-inflammatory effects of HTS and the fact that it has been well tolerated in CF patients makes it a potentially attractive therapeutic candidate in the treatment of ARDS/ALI in which several pro-inflammatory mediators such as IL-6 and IL-8 are elevated.

Our data suggests that HTS has strong anti-inflammatory effects which is a beneficial effect in the initial proinflammatory phase following injury, which produces collateral damage such as neutrophil infiltration and subsequent lung fibrosis and dysfunction. However, these anti-inflammatory effects are also accompanied by immunosuppression with downregulation of several inflammatory and immune mediators. While the initial proinflammatory phase and its adverse outcomes are prevented, the immunosuppression may leave the host susceptible to subsequent infectious complications and delayed morbidity and mortality. Further studies will be needed to delineate the timing of these anti-inflammatory effects and whether they produce delayed complications using in-vivo animal models. Our initial in-vitro studies in this regard are very encouraging as we show that anti-inflammatory effects of HTS are reversible 24 hrs after an initial HTS exposure (Fig 6). Finally, nebulized hypertonic saline may prove the ideal delivery mechanism, as it should provide local anti-inflammatory effects with avoidance of a systemic immunosuppresion.

## Conclusion

The overarching effect of HTS is to decrease the pro-inflammatory state of the lung and extends to both innate and adaptive immunity. Pro-inflammatory cytokines cause activation of innate immune responses through PMNs and other leukocytes that migrate to the site of injury. These are central components in the initiation of this process and can further amplify this by secreting inflammatory mediators that act as a chemotactic gradient to recruit more leucocytes to the affected sites. Our data show that HTS attenuates this response by functioning as a ‘brake’ and decreasing the expression of several chemokines involved in the progression of innate immune response and ultimately reducing the migration of immune cells, even hours after an inflammatory challenge. Future experiments will extend our present findings and use the physiologically more relevant Air Liquid Interface culture for an in depth analysis of cellular and metabolic effects of HTS in airway epithelial cells and the role of upstream transcriptional modules that may affect downstream anti-inflammatory responses induced by HTS. Subsequent experiments in human and animal models will further interrogate the anti-inflammatory mechanism of inhaled HTS *in vivo* and the determination of the optimal time and dose of HTS administration as an anti-inflammatory therapeutic agent.

## Supporting information

S1 Table RNAseq quality control table. Read counts show a 99% retention after base quality quality control, and an 82–84% mapping rate.
(TIF) Click here for additional data file.

S2 Table Gene list and RNAseq expression data. SAECS stimulated with HTS ± cytomix show differential expression of inflammatory mediators, transporters and kinases. Expression for control (N1, N2, N3); cytomix added (N4, N5, N6); HTS added (N7, N8, N9); and cytomix + HTS samples (N10, N11, N12) are shown.
(TIF) Click here for additional data file.

S1 Fig Cytomix challenged SAECS show a dose response effect to HTS. SAECS pretreated for 4hrs with HTS ± cytomix at 300 mOsm, 400 mOsm and 500 mOsm HTS show significant downregulation of all the inflammatory mediators at 400mOsm HTS.
(TIF) Click here for additional data file.

S2 Fig Anti-inflammatory effects of HTS are observed post cytomix challenge for several other inflammatory mediators. SAECS post treated or cotreated with HTS at incremental time points after cytomix stimulation show significant downregulation of CXCL1, CXCL11, CX3CL1 and CCL2 mRNA.
(TIF) Click here for additional data file.

S3 Fig HTS does not inhibit nuclear translocation of IRF1. Western blot of nuclear extracts from SAECS treated with HTS ± cytomix at 2 and 4 hrs demonstrate that HTS cannot significantly inhibit cytomix mediated nuclear translocation of IRF1.
(TIF) Click here for additional data file.

S4 Fig Effect of HTS on STAT1 protein and mRNA. Western blot and qPCR analysis of STAT1 protein and mRNA show that HTS cannot inhibit STAT1 phosphorylation but can downregulate STAT1 mRNA at 2 and 4hrs.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

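Gene expression was measured in 12 libraries of primary human small airway epithelial cells, 3 each from control, cytomix, HTS and HTS+cytomix cultures at 4 hours. The authors mapped 50-base single reads to hg19 with gSNAP and derived FPKM values with Cufflinks, and they deposited these FPKM values in 1 table of all libraries. The paper's text does not name the gene annotation, any scaling between libraries after FPKM, or whether strand was used.

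Everything below was computed from the deposited FPKM. Rows with a fixed placeholder in at least 1 library (54 rows, 150 values) were left out, and 14546 of 54008 rows with at least 1 FPKM in at least 3 libraries were kept. Values were transformed to log2(FPKM + 1), and groups were compared with limma 3.58.1 in R 4.3.3 (a linear model per gene on all 12 libraries, with moderated spread and a trend on mean expression), with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. The comparisons were cytomix with control, HTS+cytomix with cytomix, HTS with control, HTS+cytomix with control, and the interaction of HTS and cytomix. The paper's methods name an ANOVA in R between pairs of groups, which is among the alternatives as the ordinary linear model on 2 groups. The limma fit was tested on simulated data in which 200 of 14546 genes were changed. It recovered 185 genes for cytomix with control, 185 for HTS+cytomix with cytomix and 184 for HTS with control. For HTS+cytomix with control it recovered 181, and for the interaction 166. False calls numbered 5, 7, 11, 8 and 4 in that order. The simulated changes were 1 or 2 on the log2 scale in either direction, with independent normal noise of the spread that limma estimated. The simulation therefore does not show how the fit performs on smaller changes, with many more changed genes, or when genes vary together.

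Gene lists were compared with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Apart from MMP25, ZBP1 and RPTN, and the group of genes with ZNF names, all chosen after their values were seen, the genes named in the text follow a rule set before the data were examined: the genes the paper's text names from these data, the labels of Fig 1 and Fig 3 where a tally needs them, the 5 with the largest log2 change in each direction in 3 comparisons among those past the threshold whose replicates do not overlap, and the members of 3 lists (NF-κB targets, interferon-gamma targets, osmotic response). The paper's CCL5 and IL11 values and the colours of its figures had been seen by then. Positions, biotypes and overlapping genes came from a GRCh37 annotation, read with Python 3.11.15.

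The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a filter at 5 FPKM, median ratio scaling, quantile normalization, only the compared groups in the fit, an ordinary linear model on the log2 or the linear scale, a replicate block, a required log2 change of 1, an adjusted p under 0.01, rows summed by gene symbol, and each replicate left out. Keeping the other values of rows with a marker, and using only protein-coding rows, were added after the table had been seen. The table holds no read counts, so precision is known only from the spread of the 3 replicates, and the labels do not say which libraries share a donor lot, so whether that spread includes differences between donors is not known. For the same reason of missing counts, no test based on counts was run. The quantitative PCR, reporter, protein and chemotaxis experiments and the pathway scores have no deposited values and were left out.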

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

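The tests on scaling and on a ceiling of the log2 scale for the interaction, the permutations of residuals, and for the genes raised further the simulation without any HTS effect and the comparison with HTS alone, were chosen after their results or related values had been seen. The other tests below were set before their results.

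The effect of HTS differed with and without cytomix in 1888 genes by the interaction term, and in 218 of these HTS had effects of opposite sign, each past the threshold. HTS alone raised 93 of the 218 and lowered them in the presence of cytomix, among them IL8 (log2 change 1.42 and -1.43), IL1A (0.95 and -0.66) and CSF2 (2.22 and -1.14), and 125 went the other way. The fall of CSF2 was not past the threshold by the ordinary linear model on linear FPKM (adjusted p = 0.0671, against a limma range that begins at 0.00144). These 3 genes are ones the paper names or labels, and they were singled out for their opposite signs after their values were seen. In 100 random assignments of the 12 libraries to the groups, the real one included, 1 gave as many genes, the real one, but such assignments move the large effects of cytomix and HTS into the spread and leave little room for calls (13 at most otherwise). With both effects kept, 100 permutations of the residuals of the fit without an interaction, the real order included, gave as many genes in 1, the real one, and at most 4 otherwise. Those residuals still hold the interaction. With the deviations from the group means in their place the numbers were again 1 and 4, so chance can be excluded at 1 of 100. Several technical explanations were tested against the count. After median ratio scaling, 1319 of the 1888 genes were called with the same sign, and after removing each library's trend on GC content and gene length, 1429 of those with known GC content and length were. With the genes divided by mean expression into 4 equal parts, 14.2% were called in the highest part, against 9.43% in the lowest, which argues against low depth as the whole source. A ceiling on the log2 scale shrinks an effect but does not turn its sign, so opposite signs argue against it for the 218 genes only. For the other interaction calls an effect of the scale stays open, and a floor was not tested. A gene near 0 FPKM without cytomix can hardly be lowered by HTS alone. IDO1 (0.0309 FPKM in control, 0.0700 with HTS) and CCL7 (0.0651 and 0.0726) had interaction terms of -4.44 and -3.94. Of those 218, 155 had opposite signs past the threshold after median ratio scaling and 148 after the GC and length correction. The number depends on the threshold: 73 genes at an adjusted p under 0.01, 94 by the ordinary linear model on the log2 scale, and 5 with a change of at least 1 on the log2 scale in both effects (IL8, CSF2, MMP25, ZBP1 and RPTN, named after their values were seen). No batch is named in the labels, so a batch was not tested. An effect of HTS that depends on cytomix signalling may underlie the pattern, as a hypothesis found and tested on the same data.

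Cytomix raised 211 genes that HTS raised further, 15.6% of the genes raised by cytomix. They lie outside the genes the paper discusses apart from a few, and these few bear on its account. They include IRF1 (540 FPKM with cytomix and 684 with HTS+cytomix), CEBPD (51.5 and 179) and CDKN1A (445 and 575). PTGS2 and CSF1, labelled in its figures, are also among the 211. HTS alone also raised 176 of the 211. With 10 possible splits of the 6 libraries into groups of 3, only 1 gave as many genes, the real one, but a share under 0.05 cannot be reached, so chance cannot be excluded by this count. After median ratio scaling all 211 were still called in both comparisons (332 genes in all under that scaling), after the GC and length correction 207 were, and 142 had at least 10 FPKM on average with cytomix, so neither scaling, composition nor low values account for most of them. The shared cytomix libraries push the 2 changes in opposite directions, so simulations with HTS+cytomix set equal to cytomix could only give few such genes (0%, 0 of 50 simulations with any) and decide nothing. The test set beforehand did not decide either: simulations that gave the HTS effects to random genes had at least 23.5% raised further, more than observed, and hold the same shared libraries. The comparison of HTS with control holds no cytomix library, and in it 83.4% of the 211 genes were raised, against 21.9% of the other genes raised by cytomix and at most 45.0% in 10000 random lists of like expression drawn from all genes raised by cytomix, which argues against shared libraries as the whole source. By the interaction term, the HTS effect on 56 of the 211 was smaller with cytomix than without and on 34 larger, so for these 90 the effects did not simply add on the log2 scale. For the other 121 a departure from adding was not shown, and an effect of HTS that adds to that of cytomix may account for them.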

How the results depend on the processing

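The alternatives were set before the data were examined except 2, keeping the other values of rows with a marker and using only protein-coding rows, which were chosen after seeing the data.

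The 6 counts below stayed within 1.5 times the reported count under each alternative apart from stricter thresholds and, for the interaction, the loss of 1 library. The count of genes raised further by HTS moved more, from 211 to 332 after median ratio scaling, 19 with a change of at least 1 and 134 at an adjusted p under 0.01, and the count with opposite HTS effects went from 218 to 94 and 88 by the ordinary linear models on the log2 and the linear scale, 73 at an adjusted p under 0.01 and 5 with a change of at least 1. With a change of at least 1 on the log2 scale, which by construction keeps fewer genes, 599 genes differed between cytomix and control, 1131 between HTS+cytomix and cytomix, 1215 between HTS and control and 1406 between HTS+cytomix and control, 430 had a different HTS effect with and without cytomix, and 242 genes raised by cytomix were lowered by HTS. At an adjusted p under 0.01 the counts were 2876 for cytomix with control, against 4834, and 712 for the interaction, against 1888, with the other counts within 1.5 times. Without cytomix replicate 1 the interaction count was 1236, and over all 12 libraries left out in turn it lay between 1236 and 1753. With a library left out, the counts lay between 3717 and 4423 for cytomix with control, 6426 and 6552 for HTS+cytomix with cytomix, 6687 and 7132 for HTS with control, 6997 and 7172 for HTS+cytomix with control, and 719 and 755 for the genes raised by cytomix and lowered by HTS. Fewer libraries by themselves lower a count, and for the further loss without cytomix replicate 1 the cause was not tested.

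The balance of higher and lower genes depended on the scaling, least so for HTS+cytomix with cytomix. There the share of called genes that were higher was 46.1% as deposited, 48.1% after median ratio scaling and 50.9% after quantile normalization. The median log2 change of all genes between cytomix and control was -0.126 as deposited and -0.0154 after median ratio scaling. The share of called genes that were higher went from 28.0% to 52.4% for cytomix with control, from 37.1% to 50.0% for HTS with control, from 35.2% to 50.3% for HTS+cytomix with control and from 63.3% to 40.4% for the interaction, and was 38.4% for cytomix with control after quantile normalization. Of the 4834 genes called for cytomix with control, 3033 were also called after median ratio scaling, all with the same sign. The median ratio factors by which libraries were divided lay between 1.07 and 1.085 in control. They lay between 0.9557 and 1.015 with cytomix, 0.9855 and 0.9957 with HTS, and 0.9678 and 0.9741 with HTS+cytomix. The shift therefore came mainly from an offset of the control libraries, which HTS+cytomix with cytomix does not use. Whether that offset is technical or biological was not tested.

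CCL5 between cytomix and HTS+cytomix and IL11 between control and HTS kept their direction and their side of the threshold under every alternative run on single genes, named below. CCL5 is not in the fit of protein-coding rows, since its ID is not in the annotation. The count of genes lowered by HTS in the list of 23 chemokines and cytokines lay between 18 and 23. The NF-κB and interferon-gamma lists stayed lower with HTS+cytomix and past the threshold of camera with its preset correlation in each alternative run on them, while an estimated correlation gave 0.0576 for the NF-κB list (the ordinary linear models and the marker setting were not). The osmotic response list lost the threshold without HTS replicate 3 (limma's camera gave 0.0524, against 0.0244 with all libraries, in a design whose exact splits cannot go below 0.1), with a median log2 change between 0.275 and 0.405 over the 6 libraries left out in turn. The cause was not tested.

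Of 111 comparisons of single named genes, 96 kept direction and side of the threshold under every alternative run on single genes, which leave out the required change of 1 and the adjusted p under 0.01. Over 1997 such fits, 1953 were unchanged in this sense, 33 lost the threshold, 6 gained it and 5 changed sign. The changes of sign were in 2 comparisons close to 0 and far from the threshold. TRIM24 between cytomix and HTS+cytomix, 0.0025 as reported, was -0.0002 by the ordinary linear model on linear FPKM, -0.0697 without cytomix replicate 3 and -0.0311 without HTS+cytomix replicate 2, with a highest value of 0.0394 over the libraries left out. IL36RN between control and cytomix was -0.17 without control replicate 1 and -0.24 without cytomix replicate 3, with a highest value of 0.26.

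The replicate numbers do not pair the samples: the deviations of same-numbered libraries from their group means correlated between -0.101 and 0.0976, none above 0.1. With the replicate block in the fit, 4681 genes differed between cytomix and control, 7083 between HTS+cytomix and cytomix, 7478 between HTS and control and 1682 by the interaction, and 787 genes raised by cytomix were lowered by HTS. Of the single genes, only IRF1 between HTS and control changed side of the threshold under the block (adjusted p = 0.0652, limma).

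For the results from groups of 3 against 3 (the 4 counts between groups, the 2 counts of genes raised by cytomix, the list of 23 chemokines and cytokines and the 3 gene lists), 1 of 10 splits gave a result as large, the real one, and this design cannot reach a share under 0.05, so the splits alone cannot exclude chance. For the genes raised by cytomix and lowered by HTS, the observed 59.8% lies above the highest share in simulations of the shared libraries: 0.0589% with HTS+cytomix set equal to cytomix, and 33.9% with the HTS effects given to random genes. Absolute depth is not known from FPKM, so what it limits could not be quantified.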

Differences from the paper's values

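No value of the reported fit differed from a value the paper states for CCL5 or IL11. The ratio of mean CCL5 FPKM was -23.1 as a signed fold, the same as the paper's, and the IL11 ratio of 22.5 lies above the paper's lower limit. The adjusted p of CCL5, 9.695e-07 by limma, lies under the paper's limit of 1.91E-05, as it does under most alternatives. Under 4 alternatives set before the data were examined it lies above that limit: 6.494e-05 with a pseudocount of 0.1, 5.842e-05 with only the compared groups in the limma fit, 0.0011 by the ordinary linear model on log2(FPKM + 1) and 0.00456 by that on linear FPKM. The paper gives its limit as an adjusted p. The unadjusted p of CCL5 by the ordinary linear model on log2(FPKM + 1), fitted without limma's pooling of the spread, was 1.91e-05, the same to 3 digits, and its adjusted p was the 0.0011 given above. No cause was tested.

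The paper states that HTS attenuates CCL2. Over the list of 23 chemokines and cytokines from its passages on mediators that HTS attenuates, which leaves out those it names as raised by HTS such as IL11 and MIF, 22 were called lower, and CCL2 was lower in every replicate but not past the threshold (log2 change -0.48, adjusted p = 0.0612, limma). It was called lower with quantile normalization (adjusted p = 0.0467, limma), with only the compared groups in the limma fit (0.00143), and by the ordinary linear models on the log2 scale (0.00717) and on linear FPKM (0.0084). It was also called with only protein-coding rows (0.0402), an alternative chosen after seeing the values, which drops 1 of the 23 genes, CCL5. Over all alternatives its adjusted p lay between 0.00143 and 0.141.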

Other observations

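The tests of the NF-κB list against the interferon-gamma list, of the osmotic list as a hypothesis, of expression level for the zinc finger genes and of the share of low genes on chromosome 6 were written after their results had been seen. The 3 gene lists themselves were fixed before.

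With HTS+cytomix compared with cytomix, the median log2 change was -1.05 over 22 NF-κB targets (adjusted p = 2.2e-07 by limma's camera over the 16 list comparisons) and -1.83 over 18 interferon-gamma targets (adjusted p = 1.16e-08). Unadjusted, camera gave 8.26e-08 and 3.63e-09, and fry 5.09e-07 and 2.47e-11. These values rest on limma's model over genes, since the 10 exact splits of 3 against 3 libraries cannot go below 0.1. With an estimated correlation, camera gave 0.0576 for the NF-κB list and 0.00435 for the interferon-gamma list, so only the second call holds there. Over the alternatives and the libraries left out, both medians stayed negative. Of the NF-κB targets, 20 were lower, 19 of them past the threshold, and 2 were higher past it. Of the interferon-gamma targets, 15 were lower and 3 higher, all past the threshold. The lists share genes with those the paper names. The hypothesis that HTS lowers interferon-gamma targets more than NF-κB targets was tested by permuting the list labels over genes 100000 times. The difference in median log2 change had a permutation p of 0.0626, so the hypothesis was not shown. Of 3 further measures, the percent of the rise in FPKM left (31.8% and 19.9%) gave a permutation p of 0.24, the percent of the log2 rise left (52.1% and 60.3%, the other direction) gave 0.143, and the HTS effect without cytomix (0.31 and -0.01) gave 0.0424, which is not past 0.05 when adjusted over the 4.

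Over 10 of 14 osmotic response genes that were tested, HTS without cytomix gave a median log2 change of 0.33, with 6 genes higher and 4 lower (HSPA4L, S100A4, AQP5 and SLC12A2; adjusted p = 0.0325 by limma's camera). Unadjusted, camera gave 0.0244 and fry 8.62e-05, but camera with an estimated correlation gave 0.133. The data do not decide whether HTS raises this list as a whole without cytomix. Single genes did change: 5 of the 6 higher genes and 2 of the 4 lower ones passed limma's threshold. SLC38A2 rose from 165 to 888 FPKM, NFAT5 from 3.37 to 9.91 and SLC6A6 from 11.8 to 24.2. HSPA1A and HSPA1B, each listed 5 times and at most at 0.125 FPKM, are among the genes not tested. With HTS+cytomix compared with cytomix, all 10 were higher past the threshold (median 0.60, adjusted p = 1.74e-05 by limma's camera, and 0.0111 unadjusted with an estimated correlation). Cytomix alone had 8 of the 10 lower than control, 4 of them past the threshold (median -0.37). Against control, HTS+cytomix had 7 higher, 5 of them past the threshold, and 3 lower, 1 past it (median 0.23). The rise from cytomix was therefore not a rise above control in every gene.

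The 410 genes with ZNF names, a group noticed in the data, had a median log2 change of -0.372 between control and HTS, against -0.0841 over all genes, and 320 of them were lower. None of 10000 random lists matched on expression was as low (0 lists), and 0 of 10000 lists matched on GC content and length were, the lowest at -0.238 against -0.375 for the 405 genes with these values. After median ratio scaling the median was -0.291. Camera gave a p of 4.79e-06, but with an estimated correlation 0.0772, so genes that vary together may account for part of this pattern. A biological explanation is that HTS lowers these transcripts, which remains a hypothesis found in the same data.

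On chromosome 6, 158 of 163 protein-coding genes whose symbol is listed again under other gene IDs had a mean under 1 FPKM (96.9%), against 318 of 809 without such copies (39.3%). TAP1, PSMB8 and PSMB9 are among them and could not be tested. Summing the copies left 158 genes under 1 FPKM, which argues against reads divided among the copies. Reads that match several copies may have been left out of the counting, a candidate explanation chosen after the pattern was seen. No biological explanation was tested. For these genes a low value is no evidence of low expression.

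Other mRNA values for regulators that the paper names were as follows. CEBPD measured 51.5 FPKM with cytomix and 179 with HTS+cytomix (log2 change 1.78), CREBBP 6.10 and 11.7 FPKM (0.84), CREB1 22.6 and 32.3 FPKM (0.51), and TRIM24 5.59 and 5.59 FPKM. Of the 35 cytokines labelled in Fig 1a outside its group specific to HTS, 33 were raised by cytomix past the threshold, the exceptions being IL36RN and SLURP1, and 32 were lowered by HTS past it. Of the other 3, CSF1 was higher with HTS past the threshold (19.4 to 28.0 FPKM, log2 change 0.52), and CCL2 (lower) and SLURP1 (higher) did not pass it. The 10 genes labelled in the group specific to HTS, IL11 and MIF among them, were all higher with HTS+cytomix than with cytomix, 8 of them past the threshold.

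By the rule for named genes, the largest rises with cytomix were CXCL10, CXCL9, CXCL11, GBP4 and CCL2. GBP4 has close relatives that could share reads. ID3 was among the largest falls (86.3 to 13.3 FPKM). ANKRD1 (0.694 to 26.8 FPKM) and FOXQ1 (3.60 to 67.3 FPKM) were among the largest rises from cytomix to HTS+cytomix, and IDO1 (76.7 to 2.75 FPKM) and CSF3 (198 to 8.93 FPKM) among the largest falls. The rest of the 5 in each direction were mostly small RNAs such as U6, Y_RNA, snoU13, MIR936, SNORD102 and TRNAK38P, several listed at 0 in a whole group, for which no fold is given.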
